# Germline masculinization by *Phf7* in *D. melanogaster* requires its evolutionarily novel C-terminus and the *HP1-*family protein HP1D3csd

**DOI:** 10.1038/s41598-021-85560-4

**Published:** 2021-03-18

**Authors:** Shu Yuan Yang

**Keywords:** Developmental biology, Genetics

## Abstract

Germ cells in *Drosophila melanogaster* need intrinsic factors along with somatic signals to activate proper sexual programs. A key factor for male germline sex determination is PHD finger protein 7 (Phf7), a histone reader expressed in the male germline that can trigger sex reversal in female germ cells and is also important for efficient spermatogenesis. Here we find that the evolutionarily novel C-terminus in Phf7 is necessary to turn on the complete male program in the early germline of *D. melanogaster*, suggesting that this domain may have been uniquely acquired to regulate sexual differentiation. We further looked for genes regulated by *Phf7* related to sex determination in the embryonic germline by transcriptome profiling of FACS-purified embryonic gonads. One of the genes positively-regulated by Phf7 in the embryonic germline was an *HP1*family member, *Heterochromatin Protein 1D3 chromoshadow domain (HP1D3csd).* We find that this gene is needed for Phf7 to induce male-like development in the female germline, indicating that HP1D3csd is an important factor acting downstream of Phf7 to regulate germline masculinization.

## Introduction

Establishing a correct sexual identity and implementing a sex-specific developmental program is a fundamental cell fate decision to be made for cells that are sexually dimorphic. In the germline, the choice to be female or male is typically determined early during embryogenesis, and subsequent development is closely intertwined with this early decision.

In the germline of *D. melanogaster*, sexual information comes from both the surrounding somatic gonad as well as from intrinsic knowledge of a cell’s sex chromosome composition^1–4^. The sex of the soma and the germline needs to be the same for germ cells to develop normally, and discordance between the two leads to germline atrophy. The signal from the male soma to germline is transmitted via the JAK-STAT pathway while the identity of the female signal is not yet identified^5^.

A few germline factors have been shown to cause germline sex reversal in *D. melanogaster.* In the female germline, Sex lethal (Sxl) is a critical female-determining factor and can induce male germ cells to undergo oogenesis if Sxl is ectopically expressed^1–3,6^. In the male germline, the histone code reader Phf7 (PHD finger protein 7) acts in reverse to how Sxl works: overexpression of Phf7 in the female germline can lead to masculinization^7^. Phf7 contains three PHD domains in its N-terminus and can bind methylated H3K4^7,8^. *Phf7* expression is highly enriched in the male germline; expression of this gene in the male germline starts during mid-embryogenesis and continues to be present in the undifferentiated fraction of germ cells in the developing testis including germline stem cells and spermatogonia^9^.

Interestingly, only amniotes and some insects of Diptera have a *Phf7* gene^10^, and *Drosophila Phf7* genes are unique in that they contain extended C-termini that do not match any known protein domains. Moreover, this portion of *Drosophila* Phf7 appears to be rapidly evolving as homology between more distant *Drosophila* species is already lost. These observations lead one to wonder what the role of the C-terminus of *Drosophila* Phf7 would be.

HP1 proteins is a well-known family of factors that promote heterochromatin propagation and these proteins contain histone-associating chromodomains and chromoshadow domains (CSDs) that can serve as an interconnecting platform with other chromatin-associated factors^11,12^. In *Drosophila* genomes, “half” HP1 proteins exist that have just CSDs, and intriguingly most of them appear to be expressed in a germline-biased fashion^13^. These half-HP1 factors have been suggested to regulate retrotransposon silencing in the germline, but they can potentially regulate additional aspects of germline biology.

Here we examine how different domains of Phf7 help regulate the establishment of the male germline sex, especially regarding the unique C-terminus. Our findings indicate that this novel portion of *D. melanogaster* Phf7 is required for the male-determining function of Phf7 and for proper control of the male germline program. We further looked for factors that are regulated by Phf7 in the embryonic germline and reveal a downstream gene, *HP1D3csd (Heterochromatin Protein 1D3 chromoshadow domain)* which belongs to the family of HP1 proteins, that is positively-regulated by Phf7 in the process of germline masculinization.

## Materials and methods

### Fly stocks and crosses

The flies used in this study are cultured on standard media. The strains include: *w*^*1118*^, *Phf7*^Δ*N2* 7^*, Phf7*^Δ*N18* 7^*, vas-GFP*^14^*, EY03023, UAS-Phf7-FL*^7^*, UAS-Phf7-N*^10^*, UAS-Phf7-C, nos-Gal4*^15^*, tra*^*1*^*, Df(3L)st-j7, HP1D3csd*^*f07323*^*, UAS-HP1D3csd.ORF.3xHA.GW, Df(1)ED7441, Dp(1:Y)B*^*s*^* , FM7a,Dfd-YFP.* Stocks were obtained from the Bloomington Stock Center unless otherwise noted.

Sexing was performed using *Dp(1:Y)B*^*s*^ as a Y-chromosome marker in adults whereas the *FM7a,Dfd-YFP* chromosome was used for sexing embryos by crossing male carriers to unmarked females and performing immunofluorescence to detect YFP expression with an α-GFP antibody. The genetic combination used for generating *tra* mutant flies was *tra*^*1*^*/Df(3L)st-j7.*

### Plasmid construction and S2 cell transfections

*UAS-PHF7.C* was made by cloning the C terminal domain of fruit fly PHF7 protein, amplified by primers (forward: 5′-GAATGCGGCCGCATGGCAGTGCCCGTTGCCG-3′, reverse: 5′-CATAACTAGTCTAATCCTTGCGGCTGGCC-3′), into the pUASpB vector^7^ via *Not*I and *Spe*I sites. The construct was used for transgenesis by integration into the attP2 landing site via ΦC31-based recombination (WellGenetics).

Construction of a fusion protein of Gal4 DNA binding domain (DBD) and Phf7 C-terminus controlled by the ubiquitin promoter was achieved by first cloning the ubiquitin promoter-Gal4 segment into pBKS via *Sac*II and *Apa*I sites. Gal4 was then excised with *Mlu*I and *Nco*I, and a segment containing the Gal4 DBD (forward primer: 5′-TCTGCCCGCAGAATAATCC-3′, reverse primer: 5′-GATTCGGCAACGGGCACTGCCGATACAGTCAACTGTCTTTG-3′) and Phf7 C-terminus (forward primer: 5′-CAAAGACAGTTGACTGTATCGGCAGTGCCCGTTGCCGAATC-3′, reverse primer: 5′-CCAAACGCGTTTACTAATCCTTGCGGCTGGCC-3′) assembled by overlap-extension PCR was inserted into those sites.

For transfections, 5 μg each of two plasmids, either pBKS-Ubi-Gal4 and pUASt-6Xmyc-EGFP (a gift from Lab of Haiwei Pi), or pBKS-Ubi-Gal4DBD/PHF7.C and pUASt-6Xmyc-EGFP were electroporated into 10^7^ S2 cells (250 kV, 950 μFD, infinite resistance). GFP expression was analyzed 48 h after transfection on a FACSAria (BD).

### Immunofluoresence staining, in situ hybridization, and hybridization chain reaction (HCR)

To carry out immunofluorescence staining, gonads dissected in PBS were fixed in 4% paraformaldehyde for 15 min at room temperature and incubated with the appropriate primary antibodies overnight at 4 °C followed by staining with secondary antibodies for at least 2 h at room temperature.

Primary antibodies used were: rabbit-α-Vasa (1:250, Santa Cruz Biotechnology), rat-α-N-cadherin (1:20, DSHB), mouse-α-α-spectrin (1:5, DSHB), mouse-α-Sxl (M18, 1:50, DSHB), mouse-α-Bam (1:25, DSHB), rabbit-α-Phf7 (1:2500^9^). Alexa Flour 488, 694, and 647 secondary antibodies (Thermo Scientific) made in goat or donkey were used at 1:500. Images were taken on APOTOME.2 (Zeiss).

For embryonic in situ hybridization, the probe for *HP1D3csd* was synthesized in vitro using T7 RNA polymerase and a template fragment generated by PCR (Primers: 5′-TGCTAAACGATGGCGGACA-3′; 5′-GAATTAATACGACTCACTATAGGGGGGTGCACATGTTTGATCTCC-3′). Embryo preparation and hybridization was performed as previously described^9^.

Hybridization chain reaction (HCR v3.0, Molecular Instruments) staining of *HP1D3csd* transcripts was performed as recommended by the vendor on embryos. Briefly, embryos were dechorionated for 2 min with 100% bleach, fixed in 4.5% formaldehyde, cleared with xylene substitute, hybridized with 2 pmol of probes overnight at 37 °C, and incubated with 6 pmol of fluorescently-labeled hairpins overnight at room temperature for signal amplification. The embryos were subsequently stained for Vas expression to determine the location of germ cells before confocal imaging (Zeiss).

### RNA sequencing of embryonic gonads

18-22 h embryos that contain the *vas-GFP* transgene either normal or mutant for *Phf7 (Phf7*^Δ*N18*^*)* were homogenized by 7 strokes using the loose pestle in a Dounce homogenizer, filtered twice through 70 μm mesh, centrifuged at 850 g for 2 min to collect gonads^16^. GFP-positive gonads were isolated by FACS-sorting on a FACSAria (BD). RNA was then purified from those gonads using RNA reagent (Bioman). Two biological replicates were done for each genotype, and the RNA samples were used for 3′-end cDNA library construction (QuantSeq 3′ mRNA-seq Library Prep Kit, Lexogen) and high-throughput sequencing (NextSeq 500, Illumina) in which 15–20 M 50 bp, single-end reads were collected for each sample.

Sequence analysis was performed on the Galaxy platform^17^. The reads were mapped to the Drosophila genome (dm6) using HISAT2^18^, expression counts for each gene were tallied by htseq-count^19^, gene expression values were calculated by Cufflinks^20^, and differential gene expression was determined using DESeq2 with the FDR cutoff set at 0.05^21^.

## Results

### The unique C-terminus of Phf7 is necessary to drive masculinization of female germline

*Phf7* is comprised of three zinc fingers classified as PHD domains at the N-terminus and this region makes up about 60% of the length of the protein. The remaining 40% in the C-terminal portion of Phf7 is mysterious in structure and function. This C-terminus of Phf7 shares no significant homology with any known domains, in and outside of the *Drosophila* genus, and prediction programs did not suggest specific structures or domains that may be formed in this region. Previous results have indicated that the Phf7 C-terminus is not always required for all functions of the protein. Male flies lacking *Phf7* exhibit reduced fecundity and this defect can be rescued by a *Phf7* gene without its C-terminus^10^. Such results indicated that Phf7 can regulate spermatogenesis without this part of the protein, and prompted us to ponder if this part of the protein would have any function in the other role Phf7 is known to play: establishment of the male germline sex.

To test if the Phf7 C-terminus is involved in male germline sex determination, different *Phf7* fragments were overexpressed in female germ cells using the germline-specific *nanos-Gal4 (nos-Gal4)* to express UAS-driven *Phf7* transgenes. Overexpression of full-length *D. melanogaster Phf7* gene results in a clear loss of germ cell phenotype (Fig. 1a–c), and this is presumed to be due to masculinization of the germ cells, thereby making them sexually incompatible with the surrounding female somatic gonad^7^. This assay was extended to test whether *Phf7* without the C-terminus or the C-terminus alone could also trigger the same effects in the female germline (Fig. 1d,e). Intriguingly, neither caused any female germline phenotypes, suggesting that the entirety of the *Phf7* gene is necessary for this effect. Human PHF7 also lacks this portion of protein and does not cause female germline loss when ectopically expressed (Fig. 1f).

**Figure 1:**
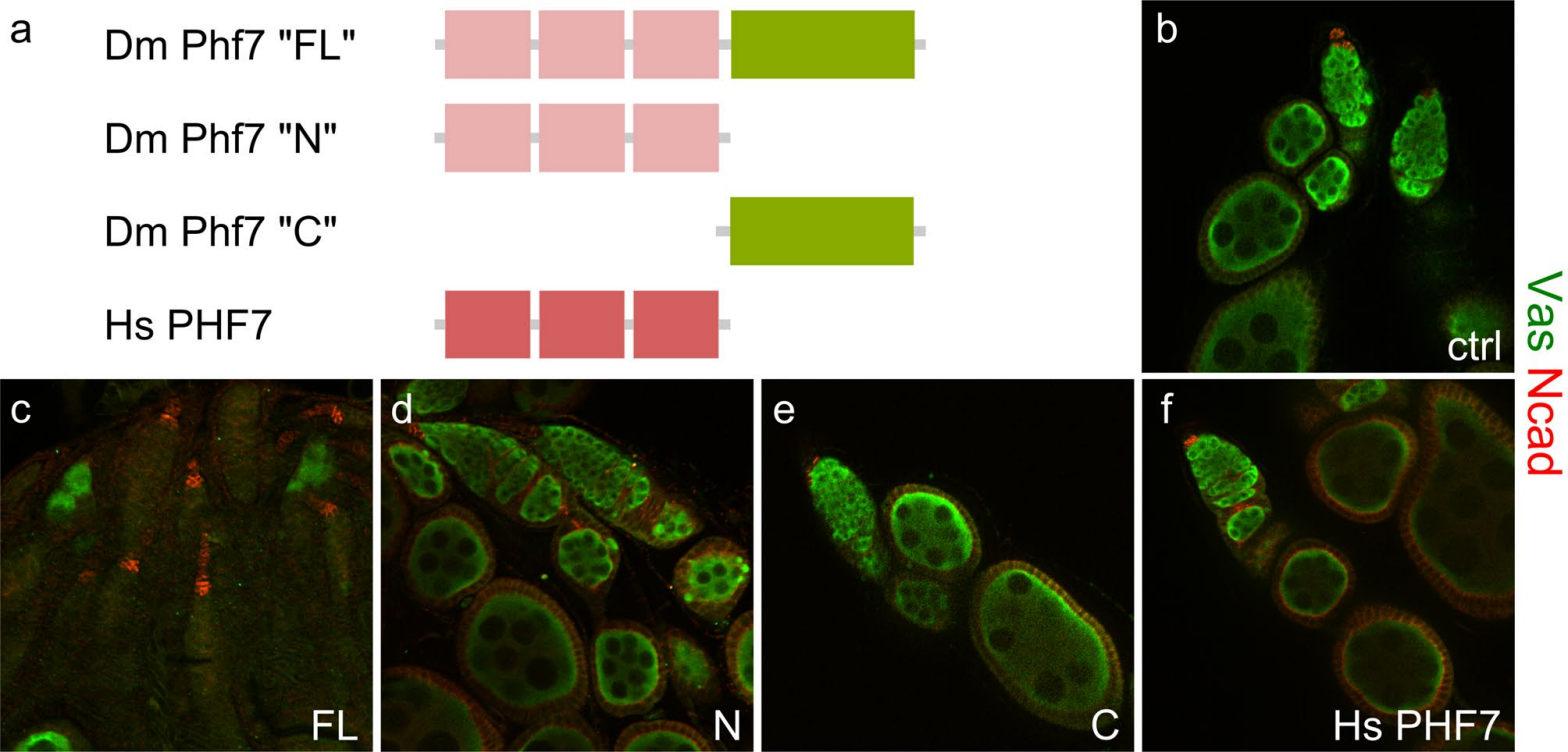
The C-terminus of *D. melanogaster* Phf7 is necessary to cause female germline loss. (**a**), Schematic diagrams of different constructs used in this experiment. “FL” is full-length Phf7 protein, “N” denotes the fruit fly protein without the C-terminus, “C” indicates just the C-terminus alone. Dm is *D. melanogaster* and Hs is short for *H. sapiens*. (**b–f**), Ovaries with germline expression of various forms of Phf7. Vasa is in green, N-cadherin is in red. Genotypes for the panels are: (**b**), *nos-Gal4/* + , (**c**), *nos-Gal4/UAS-Phf7.FL*, (**d**), *nos-Gal4/UAS-Phf7.N*, (**e**), *nos-Gal4/UAS-Phf7.C*, (**f**), *nos-Gal4/UAS-hPhf7.*

Next we wanted to ascertain if the female germline loss caused by overexpression of *Phf7* is indeed due to masculinization of such XX germ cells. This was done by letting these XX germ cells develop in a male somatic environment by manipulating the somatic sex determination genes. Briefly, we utilize XX flies mutant for *transformer (tra, tra*^*1*^*/Df(3L)st-j7)* whose soma would be masculinized whereas the germ cells would be XX and overexpressing various fragments of *Phf7* by a germline driver (*nos-Gal4, UAS-Phf7*). It is well documented that XX germ cells developing in a male soma cannot survive and differentiate properly^2,22,23^, and there are two typical phenotypes of these XX germ cells. They are either almost all lost in the adult pseudotestes, or substantial germ cells remain albeit in a relatively undifferentiated state in which the germ cells are small and lack the characteristics of later-stage development (Fig. 2a,b). In this paper we name these two types as “sparse” and “abnormal”, respectively, and they each make up about half of the pseudotestes we have examined in the absence of other genetic manipulations (Fig. 2m).

**Figure 2:**
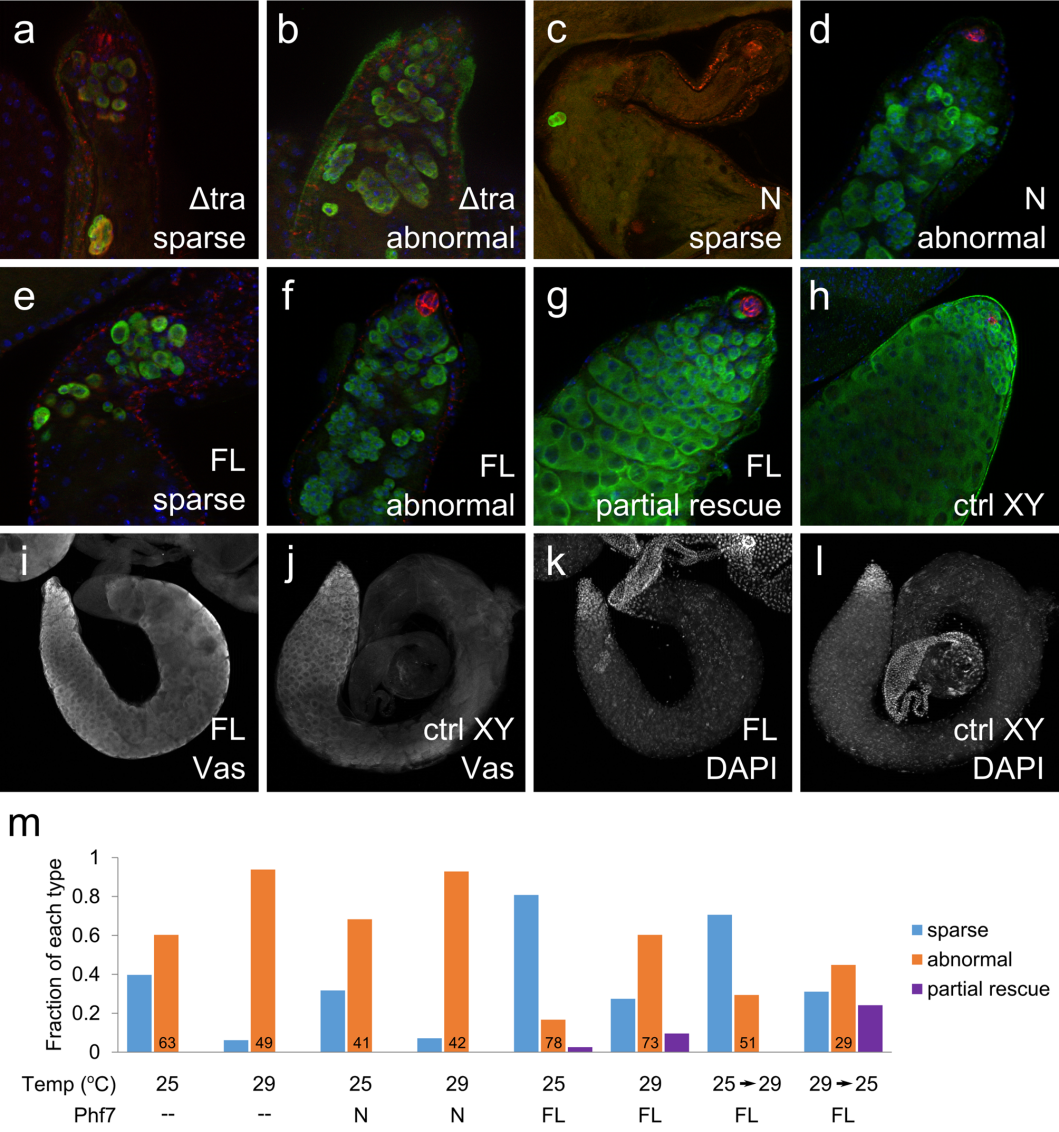
Stimulation of male-like development in female germ cells growing in XX pseudotestes by Phf7. (**a,b**), Δ*tra/tra*^*1*^, *nos-Gal4* pseudotestes. (**a**), sparse type, (**b**), abnormal type. (**c,d**), *UAS-Phf7.N,* Δ*tra/tra*^*1*^, *nos-Gal4* pseudotestes. (**c**), sparse type, (**d**), abnormal type. E–G, *UAS-Phf7.FL,* Δ*tra/tra*^*1*^, *nos-Gal4* pseudotestes. (**e**), sparse type, (**f**), abnormal type, (**g**), partial rescue type. (**h**), *tra*^*1*^, *nos-Gal4/* + testis as a normal control. (**a–h**), Vasa in green, N-cadherin in red. (**i–l)**, comparison between “partial rescue” pseudotestes and normal testes. (i**,j**) show Vasa staining, (**k–l**) show the DAPI signals. (**m**), distribution of different types of pseudotestes under various conditions. Blue, orange, and purple bars indicate the sparse, abnormal, and partial rescue categories respectively. Sample sizes are indicate for each genotype on the graph. The temperatures at which each set of data was performed under as well as the *Phf7* construct expressed are indicated below the graph. N is *UAS-Phf7.N* and FL is *UAS-Phf7.FL.*

Overexpression of *Phf7* changes the distribution of these phenotypes of the XX germ cells. When the N-terminus alone construct is expressed, most of the gonads contain significant numbers of small germ cells that fail to progress (“abnormal”, Fig. 2c,d,m). When full-length *Phf7* is expressed, most pseudotestes contain minimal numbers of germ cells (“sparse”, Fig. 2e), but about 10% contain germ cells that mirror normal spermatogenesis at least up to the late spermatocyte stage (“partial rescue”, Fig. 2g–m). This partial rescue requires higher levels of Phf7 expression which is done with flies being grown at 29 °C to enhance the activity of GAL4 to drive transgene expression; growing them at 25 °C is insufficient to initiate this level of male germline rescue (Fig. 2m). Interestingly, there was also a higher ratio of pseudotestes that contained small, undifferentiated germline (“abnormal”, Fig. 2f,m) at 29 °C compared to when flies were grown at 25 °C.

The temperature-dependent germline masculinization by *Phf7* allowed us to further address the developmental time point at which this process occurs. This was tested by raising the flies for 5 days at 25 °C and the remaining 5 days at 29 °C, or the reverse. We find that pseudotestes containing germline that underwent substantial differentiation (“partial rescue”) were only observed when flies were grown first at 29 °C and then 25 °C (Fig. 2m). The pseudotestes phenotype of flies grown initially at 25 °C and then 29 °C were very similar to those continuously maintained at 25 °C. All the results from these *Phf7-*expressing experiments indicate three things. First, the period most critical for choosing the male germline fate is early in development, in line with observations from other studies that showed the earliest signs of sexual dimorphism in the germline begins during embryogenesis^5,6^. Second, expressing *Phf7* highly later in development is not sufficient to overcome the defects in determining the proper sexual fate earlier. Lastly, as the female germline loss assay correctly suggested, the masculinizing effect of Phf7 in the germline requires its C-terminus.

### The unique C-terminus of Phf7 is necessary for sex-specific gene expression

The partial penetrance of the spermatogenesis rescue phenotype induced by full length *Phf7* in female germ cells developing in male somatic environments prompted us to investigate possible differences in the pseudotestes that exhibit different grades of germline development. Specifically, expression of several genes known to have sex-dependent expression patterns in the germ cells were examined.

Sex lethal (Sxl) is involved in the sexual development of both the female germline and soma^6,24^, and its expression is the highest in germline stem cells and cystoblasts in the ovary while undetectable in normal testes^25,26^ (Fig. 3a,b). Intriguingly, in the “abnormal” category of pseudotestis, most germ cells clearly express Sxl cytoplasmically regardless of whether they over-express *Phf7*, or which form thereof (Fig. 3c, Supplementary Fig. S1a,b). The “sparse” type pseudotestes were difficult to analyze due to the very small numbers of remaining germ cells. In contrast, germ cells in the “partial rescue” category do not express Sxl (Fig. 3d). These observations indicate that germ cells in the “abnormal” category are not able to fully suppress the female germline program.

**Figure 3:**
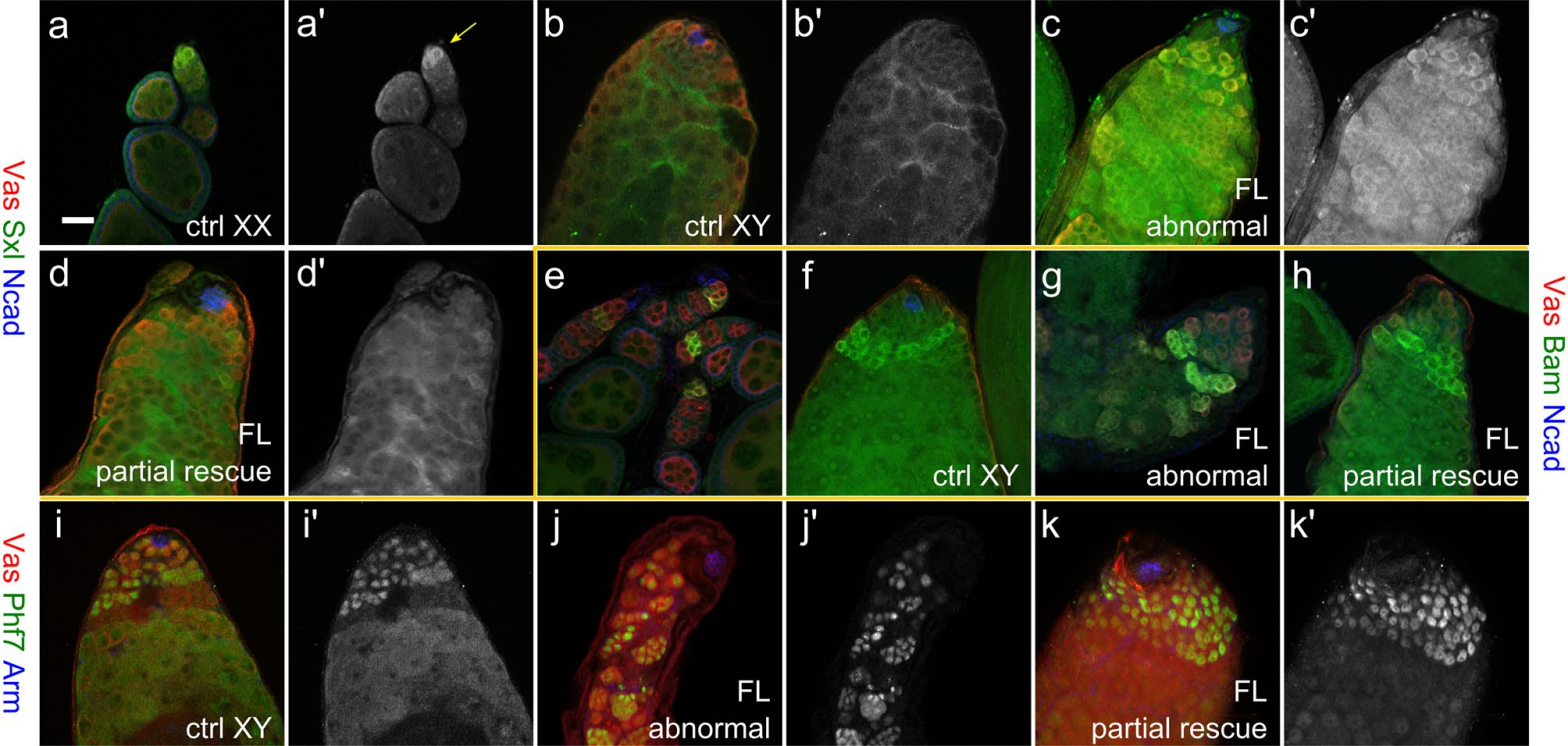
Expression of sex-specific markers in the pseudotestes. (**a**–**d**), Sxl staining in wild-type ovaries (**a**), wild-type testis (**b**), and abnormal (**c**) and partial rescue (**d**) type pseudotestes of *UAS-Phf7.FL,* Δ*tra/tra*^*1*^, *nos-Gal4*. Vasa is in red, Sxl in green, and N-cadherin in blue. (**a**′**–d**′) display just the Sxl signals alone. The yellow arrow in A′ indicate the germline stem cells in an ovariole that stain Sxl clearly. (**e–h)**, Staining of Bam in wild-type ovary (**e**), wild-type testis (**f**), and abnormal (**g**) and partial rescue (**h**) type pseudotestes of *UAS-Phf7.FL,* Δ*tra/tra*^*1*^, *nos-Gal4*. Vasa is in red, Bam in green, and N-cadherin in blue. (**i–k)**, Phf7 expression in wild-type testes (**i**), and abnormal (**j**) and partial rescue (**k**) type pseudotestes of *UAS-Phf7.FL,* Δ*tra/tra*^*1*^, *nos-Gal4*. Vasa is in red, Phf7 in green, and Armadillo in blue. (**i**′**–k**′) display the Phf7 channel alone.

We next looked at expression of Bam, a pro-differentiation factor in both male and female germline that is expressed in slightly different stages: in males it is mainly in the 4–8 cell spermatogonia and in females 2–4 cell oogonia^27,28^ (Fig. 3e–f). The BAM expression patterns in all pseudotestes examined, regardless of phenotype and genotype, were quite similar and we find the protein to be present largely in the 4–8 cell stage (Fig. 3e–h, Supplementary Fig. 1e,f), in line with what is observed in normal testes.

Phf7 is yet another protein exhibiting sex-biased expression: it is substantially expressed in the nuclei of male germline stem cells and spermatogonia up to the 8-cell stage but undetectable in the female germline by immunostaining^9^. The fact that the experiments here involve overexpression of *Phf7* complicates the analysis of Phf7 staining results. However, as the epitope of the Phf7 antibody is in the C-terminus, it is still meaningful to examine Phf7 expression in pseudotestes without *Phf7* overexpression as well as those expressing just the N-terminus of Phf7 as we wondered whether Phf7 expression from the endogenous locus would be different in XX germ cells exhibiting different degrees of male-like development. We found that Phf7 is expressed in all germ cells of the “abnormal” type as well as those in “partial rescue” that resemble germline stem cells and spermatogonia (Fig. 3i–k, Supplementary Fig. 1c,d). Surprisingly, we did not see higher expression in germ cells that overexpress the full-length *Phf7* construct, even if they are of the “partial rescue” category.

These results, taken together with the Bam staining results, indicate that most XX germ cells developing in the male gonad take on a partial male identity, possibly with help from signals from the male soma. Nonetheless, without the coordination of germline-intrinsic mechanisms, the male germline program cannot be fully installed. Phf7, with its C-terminus, is able to provide that critical germline-intrinsic information to trigger the proper male program.

### Phf7 up-regulates expression of most of its downstream genes in the embryonic germline

To understand how *Phf7* initiates the male germline program, we wanted to examine the genes regulated by *Phf7* to reveal the factors that are important in turning on the male germline program. We have previously performed a related experiment of looking for *Phf7* target genes in the adult testis of *bam* mutants which are enriched for spermatogonia that express *Phf7* highly^9^. However, our latest results highlight the importance of addressing this question in a stage-specific manner as the role of Phf7 in male germline development changes over time, and the genes that Phf7 regulates likely differ for these distinct roles.

To identify the genes *Phf7* regulates in the embryonic germline, we FACS-sorted control or *Phf7-*deficient late embryonic gonads that carry the germline-specific *vas-GFP* transgene. 

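Sorted gonads of Phf7 mutant embryos were compared with sorted gonads of control embryos, both carrying vas-GFP, which marks germ cells. The embryos were of stage 17, aged 18 to 22 h, and 2 samples were collected per genotype. Libraries were made from the 3′ ends of polyadenylated RNA, so the reads of a gene lie mostly near the end of its transcripts. The authors mapped the reads to the dm6 genome with HISAT2, counted them per gene with htseq-count and compared the genotypes with DESeq2 at an FDR cutoff of 0.05.

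The authors' deposited table lists 17103 genes with the mean normalized count over the 4 libraries, the log2 fold change of control over mutant, its standard error, the p-value and the adjusted p. A positive log2 fold change therefore means a lower level in mutants, and the fold changes are shrunken towards 0, most strongly for genes with few reads. In the authors' deposited table 4424 genes had a mean count of 0, 12679 had a p-value and 8577 had an adjusted p, with a lowest mean count of 15.9 among the last. The mean total of normalized counts was 10687188 per library, of which the 10 most abundant genes held 13.4% and the non-coding RNA gene MRE16 held 2.13%.

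The table has no column per library. Each mean count is a sum of whole reads, each weighted by what 1 read is worth in its library, and it is printed to 15 digits, so the reads per library were recovered by searching for whole numbers that give the printed mean within rounding of its last digit. All 11208 genes with a mean count above 0 and up to 1000 had exactly 1 such solution, while 10 of 1500 decoy values had any. These genes hold 17.4% of the total, so the reads of the most abundant genes are not known per library. The genotype of each library was read from the direction of the authors' labelled fold change at genes with a single read in all, of which there were 76 and 77 in the control libraries and 109 and 110 in the mutant libraries. The recovered libraries carry no replicate number and are called a and b within each genotype. The size factors were 0.984 and 0.823 for control a and b and 1.13 and 1.12 for mutant a and b. The recovered genes held 1842411 and 1536698 reads in the controls and 2130832 and 2051338 in the mutants.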

Gonads from 18 to 22 h embryos were obtained by mechanical disruption to dislodge the gonads from the surrounding tissues, and the gonads mostly stay as a whole though some germ cells are released from the gonads in this process (Fig. 4a). The homogenates were subsequently passed through a FACS sorter so that we can separate out GFP + particles, whose distribution on the FACS plot turned out to be rather broad (Fig. 4a). Examination of the morphology of GFP + particles from different parts of the FACS plot under a fluorescence microscope confirmed that the sorted particles are enriched for more intact gonads. We opted against further treatment of the gonads with enzymes to obtain single germ cells as we wanted to reduce disturbance on the germ cell transcriptome. This means that the sample contains both germ cells and somatic cells, but we reasoned that the contribution of germ cells to the total RNA purified from gonads is substantial enough that we could detect expression changes resulting from the absence of *Phf7*. 

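Genes of germ cells and of the somatic gonad were both read in these samples. All 17 germ cell genes of a fixed list, among them vas and nos, were detected, as were all 14 somatic gonad genes. fax, which is expressed in the somatic gonad and in the nervous system, and bnb, another somatic gonad gene, were the most abundant of the second list, with mean counts of 15455 and 5414 in the authors' deposited table. No gene of either list passed an adjusted p of 0.05 in the authors' deposited table, over all genes or adjusted over the list alone. As a set, the germ cell genes were not shifted (median log2 fold change of 0.09 in the authors' deposited table, adjusted p = 0.880 from limma's cameraPR over 20 lists). The somatic gonad genes were lower in mutants, with 10 of 14 log2 fold changes above 0 and a median of 0.24 in the authors' deposited table (adjusted p = 0.0445 from the same test). The set test gave 0.179 at a correlation of 0.05, 0.0644 by ranks and 0.0656 for genes with a mean count of at least 10. Random lists matched on mean count gave a permutation adjusted p of 0.00400. In the recovered libraries the shift of this list lay in control a and mutant a, with list medians of 0.42 and -0.33 on the log2 scale, while mutant b lay above control b. On the recovered reads this call did not hold with an estimated correlation between genes (adjusted p = 0.884 with an estimated correlation, from limma's camera on 7 of the genes). That form of the test rests on the few residual degrees of freedom of 2 libraries per genotype, so a list that fails it is not shown to be unshifted.

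Markers of muscle, neurons and midgut were read as well, in amounts that differed between libraries of the same genotype. Mlc2, a myosin light chain of muscle, had 216 and 845 reads in control a and b and 1912 and 438 reads in mutant a and b. elav, an RNA-binding protein of neurons that overlaps other genes on both strands, had 348 and 506 reads in control a and b and 1078 and 469 in mutant a and b. betaTry, a trypsin of the midgut chosen after its values were seen, had 17 and 467 reads in control a and b and 412 and 94 in mutant a and b. All 12 muscle, 8 neuron and 8 midgut markers with recovered reads had a higher normalized value in control b than in control a and in mutant a than in mutant b. The 12 germ cell genes with recovered reads had library medians between -0.11 and 0.09 on the log2 scale, each gene set to a mean of 0 over the 4 libraries. Across genotypes the cuticle genes were the 1 list of other tissues called by the same set test. That call did not hold with an estimated correlation either, in a form of the test with the same limit. The adjusted p was 0.246 for muscle, 0.0957 for neurons, 0.741 for midgut, and 0.851 both for hemocytes and for fat body, and no single gene of these 5 lists passed 0.05 in the authors' deposited table. The neuron markers, with 9 of 9 log2 fold changes below 0 in the authors' deposited table, were called higher in mutants by the rank-based form of the test (adjusted p = 0.0170), but not from the recovered reads (adjusted p = 0.884 with an estimated correlation). Their shift lay in control a and mutant a, with list medians of -1.91 and 1.96 on the log2 scale. Their median was lower in mutant b than in control b. For midgut and fat body the sign of the list's median differed from the direction of the test.

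**Figure D1:**
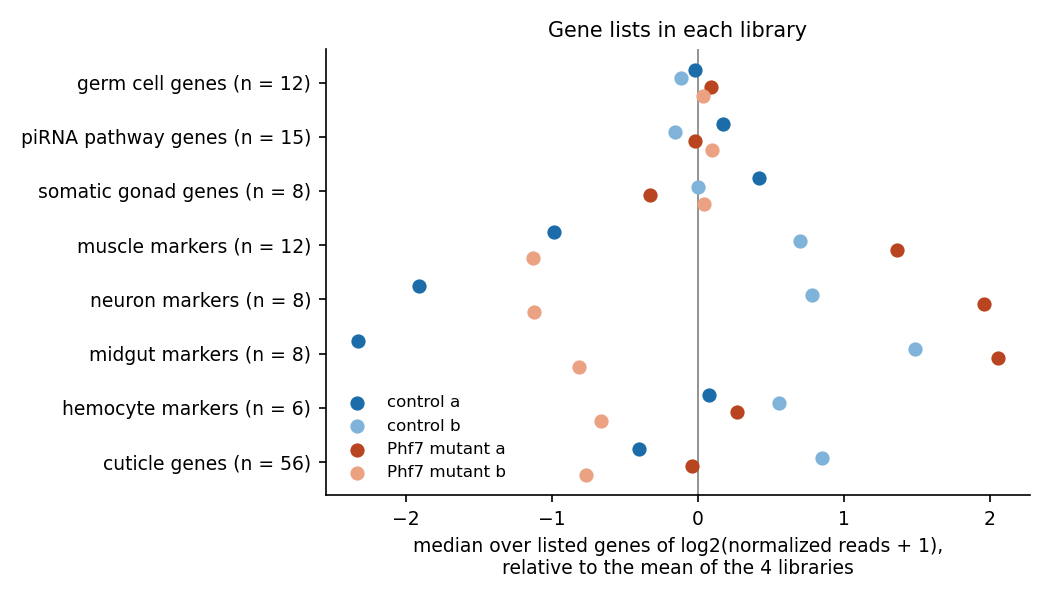
Median of each gene list in each recovered library (log2 of the normalized value plus 1, relative to the gene's mean over the 4 libraries). The muscle, neuron and midgut markers lie high in control b and mutant a and low in control a and mutant b, and the germ cell genes stay between -0.11 and 0.09.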

The samples we collected included both male and female samples; male gonads are bigger than female gonads in late embryogenesis, but we found out that this difference was not sufficient for effective separation by FACS. The impact of this impurity is likely also limited as female germ cells are quiescent in this period and our samples would contain more male germ cells than female germ cells. Previous experiments looking for gene expression differences between male and female germline have also resulted mostly in those with higher expression levels in the male embryonic germline^4^.

**Figure 4:**
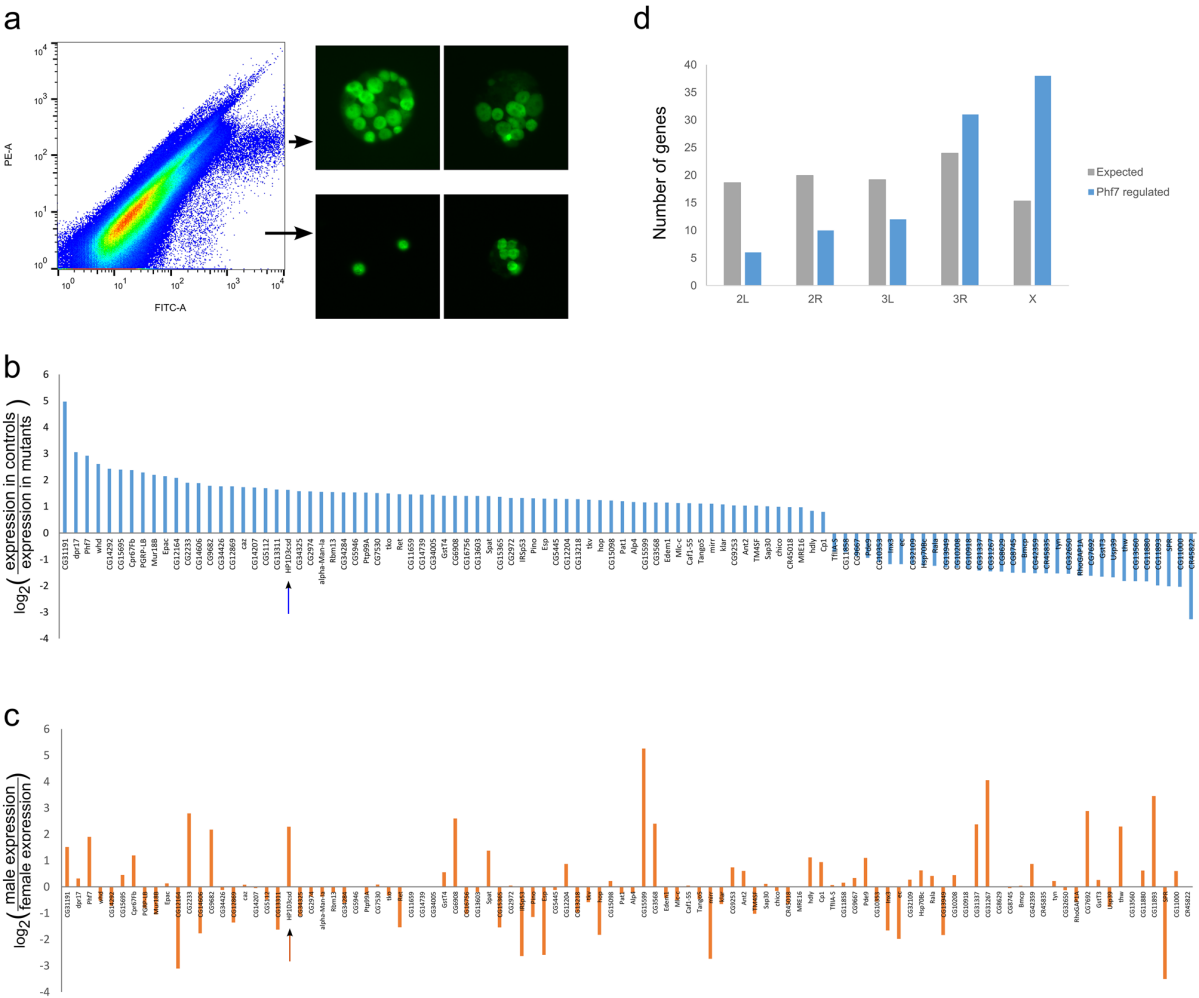
Transcriptome profiling of embryonic gonads with or without *Phf7*. (**a**), FACS plot of homogenate from *vas-GFP* late embryos. The GFP + particles are distributed in two patches, and representative images of gonads from each population are shown to the right of the FACS plot. Gonads from the upper population are more intact and were collected for RNA-seq. (**b)**, Genes whose expression are significantly changed by the *Phf7* mutation are plotted. The *y*-axis is the log-2 value of the expression ratio of control to mutant. *HP1D3csd* is indicated with an arrow. (**c**), Sex-expression ratio of *Phf7-*regulated genes in *bam-*mutant adult testis versus ovary based on another study^29^. *HP1D3csd* is indicated with an arrow. (**d**), Distribution of *Phf7-*regulated genes across different major fruit fly chromosomes. Gray bars are the expected number of genes on that chromosome based on their relative numbers of genes; blue bars represent distribution of *Phf7-*regulated embryonic targets. The observed distribution is significantly different from the expected one based on chi-squared analysis (*P* < 0.001).

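Changed genes were spread unevenly over the chromosome arms. The X chromosome carried 40, where 17.8 would match its share of the tested genes, and 3R carried 32 against 24.9. The other arms carried fewer than their share, with 6 against 18.3 on 2L, 10 against 20.8 on 2R and 14 against 20.3 on 3L. CG31191, dpr17, CG14292 and PGRP-LB, among the changed genes with the largest folds, lie on 3R, and whd lies on 2R. The calls are those of the authors' deposited table at an adjusted p under 0.05, placed here on the Ensembl annotation of BDGP 6.54, and the expected numbers come from the genes with an adjusted p on these 5 arms. The chi-square statistic was 45.5, with p = 1e-05 from 100000 random draws of as many genes, the smallest p that the draws can give. In the authors' deposited table the changed genes that were lower in mutants numbered 5 of 6 on 2L, 9 of 10 on 2R, 7 of 14 on 3L and 19 of 32 on 3R. Neighbouring genes can share regulation, so the draws of single genes give a p for the list and not for independent events.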

Two biological replicates for both control and *Phf7-*mutant gonads were processed for transcriptome analysis by next generation sequencing. The correlation coefficients between the replicates were good: 0.91547 for the control datasets and 0.94868 for the mutant datasets. 

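Genes kept much the same rank of abundance in all 4 libraries. Over the 11208 genes with recovered reads, Pearson's r of log2(normalized value + 1) was 0.908 between control a and control b and 0.918 between mutant a and mutant b. Spearman's rho was 0.923 and 0.930 for the same pairs. The highest of the 6 pairs was control a with mutant b, with r = 0.941, and the lowest was control a with mutant a, with r = 0.879. Syt1 and para, a pair of genes of neurons chosen after their values were seen, were among the genes that differed within a genotype, with 12 and 109 reads of Syt1 and 26 and 187 reads of para in control a and b. These correlations are across genes, which are not independent replicates, and they leave out the genes with a mean count over 1000.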

Next we examined whether expression of genes known to be present in the germline or gonad of early stage 17 embryos is indeed observed and at comparable levels in all samples. We observed clear and consistent expression for germ cell genes such as *nos, vasa,* and *piwi,* whereas genes present in earlier pole cells like *pgc* or are turned on after differentiation has started such as *bam* are expressed minimally (Supplementary Fig. 2a). 

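Germ cell genes were read at high levels, and the genes of earlier pole cells and of differentiating germ cells named here were read at low levels. vas, which encodes an RNA helicase of germ cells, had a mean count of 3599 in the authors' deposited table, piwi, which acts in the piRNA pathway, had 1540, and nos, a translational repressor of germ cells, had 583. pgc, which represses transcription in pole cells, had a mean count of 21.0, and bam, which starts differentiation, had 28.7 in the authors' deposited table. Among all detected genes these means lie at percentiles 97.2 for vas, 92.8 for piwi, 81.1 for nos, 35.3 for pgc and 38.2 for bam. The lowest of the first 3 genes was thus 20.3-fold above the higher of the last 2.

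nos had 443 and 415 reads in control a and b and 786 and 767 reads in mutant a and b. Its log2 fold change was -0.47 (standard error 0.24, adjusted p = 0.824) in the authors' deposited table, while limma on the recovered reads gave an adjusted p of 0.756, and 0.0155 when the markers of muscle, neurons and midgut entered as a covariate, a fit with 1 residual degree of freedom chosen after the data were seen. pgc had 33 and 24 reads in control a and b and 7 and 17 in mutant a and b. bam had 48 and 6 reads in control a and b and 31 and 35 in mutant a and b. The levels of vas and bgcn are uncertain, because they share their positions with solo and Pym on the same strand, and nos and pgc overlap CG11779 and T3dh on the opposite strand. gcl, another early pole cell gene, and bgcn, the partner of bam, were higher, with mean counts of 486 and 319 in the authors' deposited table. None of the 3 early pole cell genes, the 2 germline differentiation genes or the 19 piRNA pathway genes passed an adjusted p of 0.05 in the authors' deposited table, over all genes or adjusted over the list alone. The set test gave an adjusted p of 0.720 for the early pole cell genes and 0.658 for the piRNA pathway genes, of which armi was the most abundant with a mean count of 1764 in the authors' deposited table, though it overlaps another gene on the same strand. The differentiation list is too short for that test.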

We also looked at genes reported to exhibit sex-enriched expression patterns at this stage of gonads and found most of them to be expressed (Supplementary Fig. 2b,c)^4^, indicating that our preparations contained a mix of embryonic testes and ovaries.

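Genes of sex determination were read in these gonads. Sxl, the switch gene of the female pathway, had a mean count of 1631 in the authors' deposited table, fru, a transcription factor spliced by sex, had 1760, and tra, which acts below Sxl, had 245. roX1 and roX2, non-coding RNAs that male cells make to raise the expression of X, had mean counts of 2473 and 142 in the authors' deposited table. The log2 fold changes were -0.39 for Sxl, -0.19 for tra, -0.08 for roX1 and 0.43 for roX2 in the authors' deposited table, none past an adjusted p of 0.05. tra had 207 and 198 reads in control a and b and 330 and 265 in mutant a and b. roX2 had 191 and 119 reads in control a and b and 133 and 125 in mutant a and b. roX1 and Sxl overlap other genes on the opposite strand, which leaves some of their reads uncertain.

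All 13 sex determination genes and all 7 dosage compensation genes were detected, and none passed 0.05 in the authors' deposited table, over all genes or adjusted over the list alone. The set tests gave adjusted p = 0.157 and 0.926, and the median of the dosage compensation genes was negative while their test pointed to a lower level in mutants. Of 12 Y-linked genes, most of which are expressed later in the male germline, 2 were detected. FDY had 4 and 3 reads in control a and b and 0 and 7 in mutant a and b, and kl-3 had 5 reads in control a and 0 in the other libraries. Of 24 spermatocyte genes 15 were detected, none changed in the authors' deposited table (adjusted p = 0.624 for the set), and bol, which has a translation role in meiosis, was the most abundant with a mean count of 557 in the authors' deposited table. Libraries of mixed sex do not separate male from female cells for genes that both sexes express.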

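Phf7 itself was read far less in Phf7 mutants, with 749 and 495 reads in control a and b and 9 and 44 in mutant a and b. CG31191, an uncharacterized gene, fell from 625 and 524 reads in control a and b to 6 reads in each mutant library. dpr17, a cell surface protein of the immunoglobulin family, fell from 1243 and 1280 reads to 157 and 117, and whd, an enzyme of fatty acid transport into mitochondria, fell from 758 and 786 reads to 95 and 131. SPR, the sex peptide receptor, rose from 3 and 20 reads in the controls to 248 and 332 in the mutants, and Usp39, a ubiquitin protease of the splicing machinery, rose from 144 and 101 reads to 586 and 610.

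In the authors' deposited table 102 genes had an adjusted p under 0.05, 98 of them protein-coding, with absolute log2 fold changes from 0.71 to 4.97. Phf7 had a log2 fold change of 2.92 (standard error 0.38, adjusted p = 2.45e-11) in the authors' deposited table. A 3′ read of Phf7 checks the end of its transcript, and whether that end lies in the deleted part is not known here. CG31191 had a log2 fold change of 4.97 (standard error 0.33, adjusted p = 3.28e-48) in the authors' deposited table, and it shares 14918 bp with hdly on the opposite strand, so a part of its reads is uncertain. The authors' deposited table gives log2 fold changes of 3.06 for dpr17 and 2.61 for whd, and -2.02 for SPR and -1.68 for Usp39, with adjusted p between 1.36e-26 and 9.46e-05. Other large folds with lower levels in mutants were those of CG14292, CG15695, Cpr67Fb, PGRP-LB, Mur18B and Epac, from 2.14 for Epac to 2.42 for CG14292 in the authors' deposited table. Cpr67Fb, PGRP-LB, Epac, whd and SPR also overlap other genes, which leaves part of their reads uncertain. Higher in mutants were also CR45822, CG11000, CG11893, CG11880, CG13560, thw and CG7692, from -3.27 for CR45822 to -1.62 for CG7692 in the authors' deposited table. CG13560 had 2 and 1 reads in the controls and 523 and 52 in the mutants, so its level rests mostly on mutant a, and mutant b alone had 46.3 normalized reads.

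Of the 102 genes, 81 had recovered reads, and in all 81 the control values did not overlap the mutant values. The authors' test chose these genes on the same reads, so their separation and direction are no independent evidence. Over all 7106 tested genes with recovered reads 33.0% were separated, where 33.3% would hold if no split of the libraries stood out. Control a and mutant b were separated from the other libraries in 53.9%, and control a and mutant a in 13.1%. A gene separated in 1 split cannot be separated in another, so 33.3% is no clean reference for the genotype. limma on log2(normalized value + 1) of these 7106 genes called 0 at an adjusted p of 0.05, with 423 at an unadjusted p under 0.05, and limma-voom called 0 with 354. With the covariate of muscle, neuron and midgut markers limma called 658, all 81 of the authors' calls with reads included. Of the 81 genes, 81 had an unadjusted p under 0.05 in limma, 71 in limma-voom and 74 to 78 in limma with 1 library left out.

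**Figure D2:**
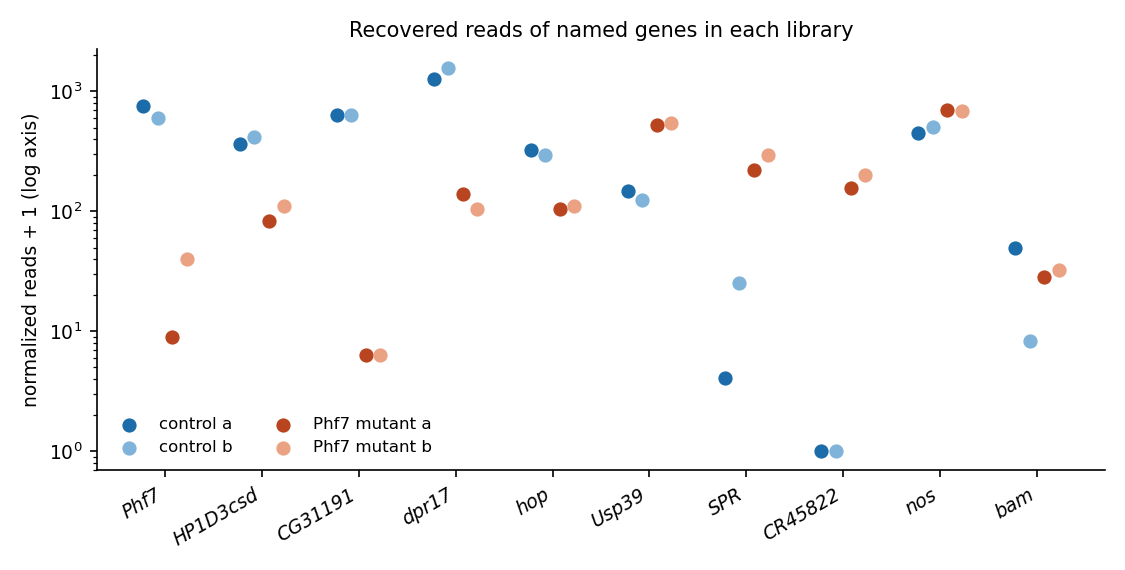
Normalized reads plus 1 in each recovered library, on a log axis, for Phf7, HP1D3csd and other named genes. The control and mutant points do not overlap for Phf7, CG31191, dpr17, SPR and Usp39. They do not overlap for nos either, which was not called in the authors' deposited table (DESeq2 adjusted p = 0.824), and they overlap for bam.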

We found 97 genes to show significantly different expression levels between control and *Phf7-*deficient samples (Fig. 4b). Of those, expression levels of roughly two-thirds were lower in *Phf7-*mutants indicating that *Phf7* would normally stimulate their expression. 

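Genes lower in Phf7 mutants outnumbered those that were higher. Cpr67Fb, a cuticle protein, fell from 228 and 326 reads in control a and b to 37 and 33 in mutant a and b. Epac, an exchange factor that responds to cAMP, fell from 387 and 253 reads to 67 and 38, and CG14292, an uncharacterized gene, from 345 and 402 reads to 59 and 52. CG11880, a gene on 3R, went the other way, from 53 and 47 reads in the controls to 343 and 298 in the mutants.

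In the authors' deposited table 69 of the changed genes were lower in mutants and 33 were higher. The share lower was 67.6% (exact 95% confidence interval 57.7% to 76.6%), against 47.3% of all genes with an adjusted p (exact binomial test, 2-sided, p = 3.98e-05). Genes are not independent, so this p describes the list of genes and not the spread between samples. From the lower level of these genes in mutants, the paper reasons that Phf7 normally stimulates their expression.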

Intriguingly, this is opposite of what we found of genes regulated by *Phf7* in the adult germline^9^. We will note that this analyses does not identify whether these genes are directly targeted by Phf7 or whether their expression changes are secondary to the immediate effects of Phf7. We examined whether the genes regulated by *Phf7* in the embryonic germline exhibit sex-biased expression and found that about they are evenly split between being male- and female-biased in undifferentiated adult germline (Fig. 4c). There are currently no comprehensive gene expression databases for the male versus female embryonic germline, thus we do not know if the *Phf7-*regulated genes exhibit a stronger male-biased trend during embryogenesis. Curiously, there is minimal overlap between the genes regulated in the embryonic and adult germline by *Phf7* (Supplementary Fig. 2d), though we do note that all of the ones that overlap are male-biased. These differences in downstream genes likely reflect the differing roles of Phf7 in the embryonic and adult germline. 

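hop, GstT4, Mur18B and GstT3 are among the changed genes of the X chromosome, which also carries Phf7. hop, the JAK kinase of the JAK-STAT pathway, fell from 316 and 240 reads in control a and b to 118 and 124 in mutant a and b. GstT4, a glutathione S-transferase, fell from 769 and 961 reads to 375 and 325, and Mur18B, a mucin-like gene, from 224 and 279 reads to 45 and 30. GstT3, a relative of GstT4, rose from 134 and 80 reads in the controls to 487 and 588 in the mutants.

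Of 1476 tested genes on X, 40 were changed in the authors' deposited table, against 62 of 6985 on 2L, 2R, 3L and 3R. X thus held 39.2% of the changed genes and 17.4% of the tested genes (odds ratio 3.11, Fisher's exact test, 2-sided, p = 2.07e-07). On X 72.5% of the changed genes were lower in mutants and on the other arms 64.5%, a difference that did not pass the test (odds ratio 1.45, Fisher's exact test, p = 0.516). X as a whole was not lower, since the median log2 fold change of its tested genes was -0.06 in the authors' deposited table. Of the tested genes on X 40.7% had a log2 fold change above 0, against 46.1% (2R) to 51.0% (3R) on the other arms. The tested genes of X thus tilted to higher levels in mutants, opposite to its changed genes. The changed genes were not clustered along X, with a median distance between neighbours of 427 kb against 363 kb in 10000 random draws (2-sided permutation p = 0.342). Within 1 Mb of Phf7, 6 of 130 tested genes were changed, Phf7 included, against 34 of 1346 farther away (odds ratio 1.87, Fisher's exact test, p = 0.157). These tests treat genes as independent, and they cannot separate an effect of Phf7 from other differences between the X chromosomes of the stocks.

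**Figure D3:**
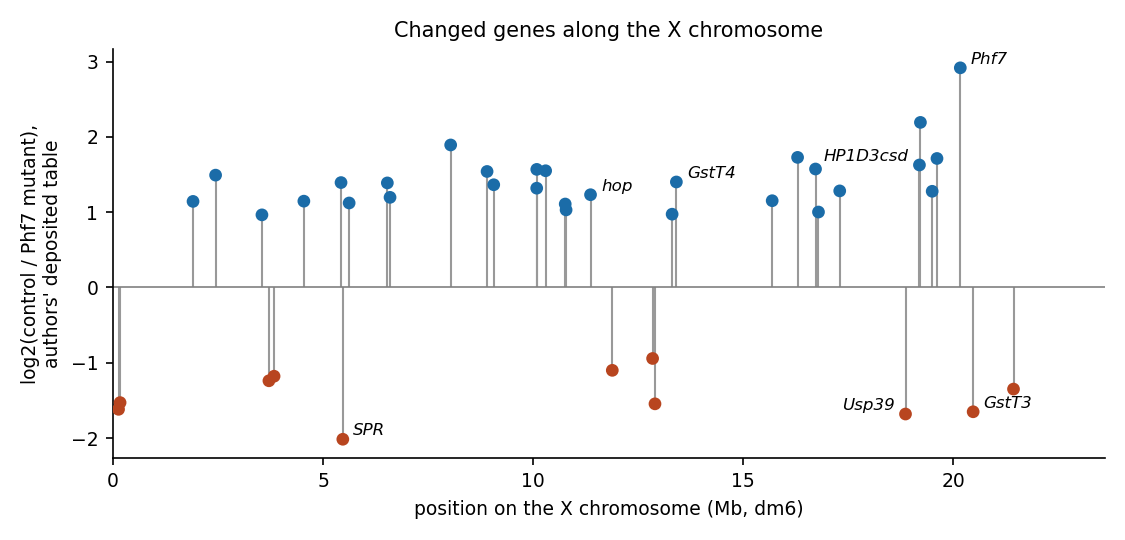
Changed genes along the X chromosome, by position and log2 fold change of control over mutant in the authors' deposited table. The 29 genes lower in mutants and the 11 higher in mutants lie along the whole arm, with 6, Phf7 included, within 1 Mb of Phf7.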

Interestingly, the genes regulated by *Phf7* in embryogenesis are enriched for being on the X chromosome (Fig. 4d). When we re-examined the chromosomal distribution of those regulated by *Phf7* in adults, we found a similar trend (Supplementary Fig. 2e), suggesting that X chromosome genes could be preferentially targeted by Phf7.

As Phf7 appears to regulate gene expression differently in the embryonic and adult germline, and the Phf7 C-terminus appears to act mainly in germline masculinization, a process that occurs normally during embryogenesis, we wondered whether the C-terminal portion of Phf7 may function like a transcriptional activating domain to enhance target gene expression. This was tested by replacing the activation domain of GAL4 with the Phf7 C-terminus to create a fusion protein between the DNA binding domain of GAL4 with the C-terminus of Phf7. A construct containing this fusion protein placed under the regulation of the ubiquitin promoter was co-transfected with *UAS-GFP* into S2 cells to test the ability of the Phf7 C-terminus to activate expression of GFP. However, we did not observe GFP expression in such S2 cells whereas the positive control treatment (*Ubi-GAL4, UAS-GFP*) resulted in a clear population of GFP + cells (Supplementary Fig. 3a,b). Thus this part of the Phf7 protein does not function as a canonical transcriptional activation domain in S2 cells.

### HP1D3csd acts downstream of Phf7 to induce germline masculinization

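HP1D3csd was read less in Phf7 mutant gonads. It had 356 and 340 reads in control a and b and 93 and 123 in mutant a and b, a 4.04-fold lower mean normalized value in mutants. Other genes of the HP1 family, which encode chromatin proteins with a chromo or a chromoshadow domain, changed less. HP1Lcsd had 283 and 180 reads in control a and b and 447 and 344 in mutant a and b, and rhi had 247 and 212 reads in the controls and 365 and 369 in the mutants, both higher in each mutant library after normalization. HP1c had 495 and 324 reads in control a and b and 573 and 571 in mutant a and b, and HP5 had 764 and 753 reads in the controls and 899 and 970 in the mutants.

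HP1D3csd (FBgn0030994) lies on X of BDGP 6.54 from 19190214 to 19191029 on the plus strand, 969 kb from Phf7. Its log2 fold change was 1.63 (standard error 0.31, adjusted p = 4.80e-05) in the authors' deposited table. limma on the recovered reads gave a log2 fold change of 2.01 (standard error 0.29) with an adjusted p of 0.273. A further limma fit, chosen after the data were seen, took the muscle, neuron and midgut markers as a covariate. It leaves 1 residual degree of freedom and gave 1.99 (standard error 0.25) with an adjusted p of 2.03e-09. The fold and its standard error hardly changed between these fits. The lower adjusted p thus rests on how limma pools the spread over all genes, and is no stronger evidence from the reads of HP1D3csd itself. Mur18B at 945 kb, CG12204 at 666 kb, CG14207 at 549 kb and GstT3 at 302 kb are the other changed genes within 1 Mb of Phf7, the last of them higher in mutants. Of 10 HP1 family genes 9 were detected, and HP1D3csd is the 1 that passed 0.05 in the authors' deposited table, over all genes and adjusted over the list alone. The other 8 had log2 fold changes from -0.39 for HP1Lcsd to 0.02 for HP5 in the authors' deposited table. They include HP1b, rhi, HP4 and HP6, of which rhi and HP6 overlap other genes on the same strand, and HP1e had a mean count of 0. The family as a set was not shifted (cameraPR adjusted p = 0.851), and its median was negative while the test pointed to a lower level in mutants.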

One of the candidate genes regulated by *Phf7* in embryogenesis is the X-encoded *HP1D3csd.* This gene encodes a small, ~ 20 kD protein predicted to resemble chromoshadow domains that are typically found in HP1 proteins and mediate dimerization and interactions with other chromatin factors^12,30–32^. As Phf7 is a chromatin-associated protein, we became intrigued by the possibility that HP1D3csd may assist Phf7 in regulating expression of genes important for setting up the male germline sex. *HP1D3csd* is expressed germline-specifically in the embryo (Fig. 5a–c). Its transcripts are present in germline of both sexes but become male-biased later (Figs. 4c, 5a,b).

**Figure 5:**
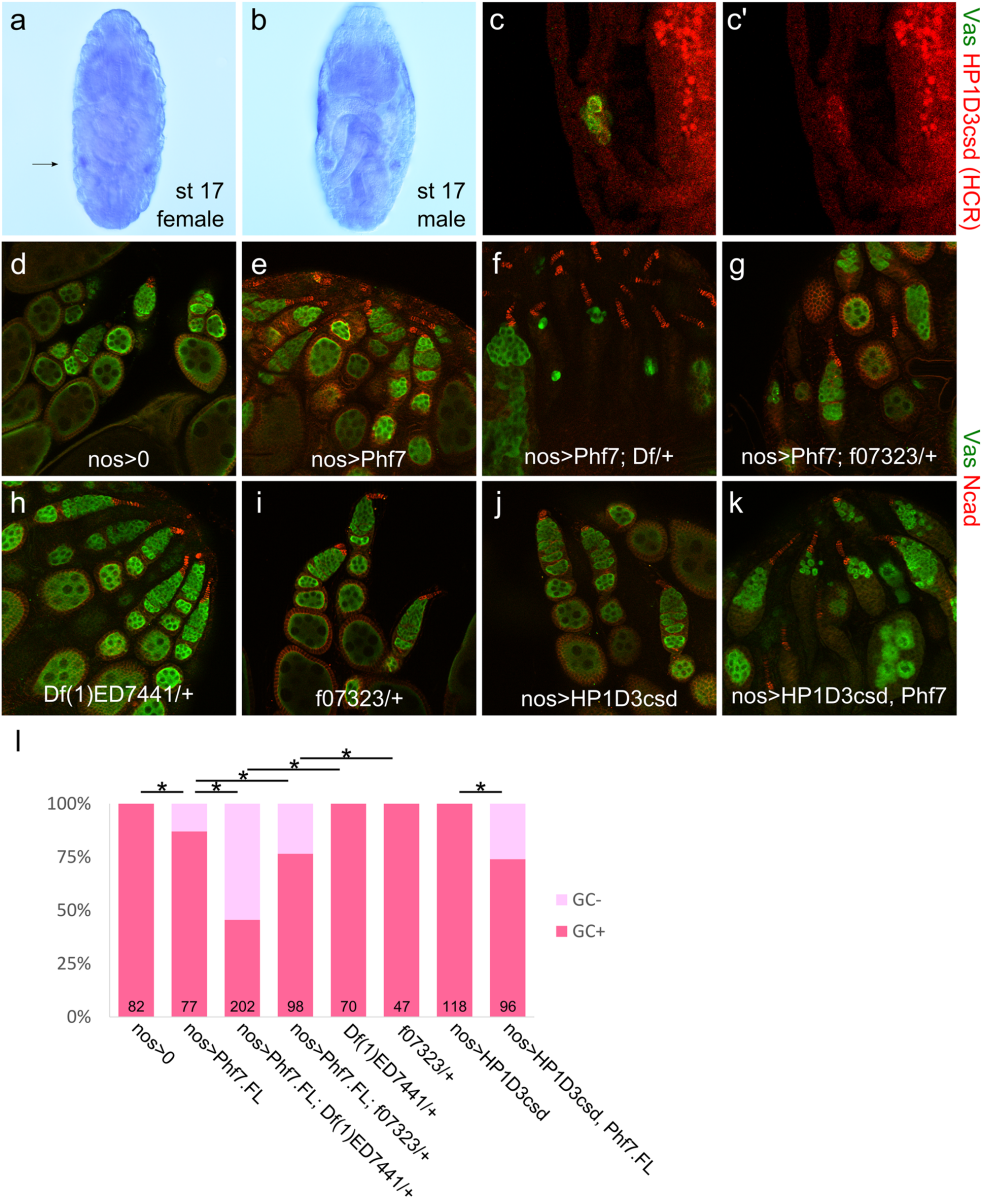
Genetic interaction between *Phf7* and *HP1D3csd* on the female germline loss caused by *Phf7* overexpression. (**a**,**b**), in situ hybridization of stage 17 embryos with an *HP1D3csd* probe. (**a**), Female embryo; arrow indicates position of gonad on one side. (**b**), Male embryo. (**c**), HCR staining of *HP1D3csd* transcripts in an unsexed stage 17 embryo. Colocalization with the Vas (green) signal indicate the *HP1D3csd* signals are in germ cells. (**c**'), HCR signal alone. (**d–k**), Ovaries of various genotypes stained with Vasa (green) and N-cadherin (red). (**d**), *nos-Gal4/* + *,* (**e**), *nos-Gal4/UAS-Phf7.FL*, (**f**), *Df(1)ED7441/* + *; nos-Gal4/UAS-Phf7.FL*, (**g**), *HP1D3csd*^*f07323*^*/* + *; nos-Gal4/UAS-Phf7.FL*, (**h**), *Df(1)ED7441/* + , (**i**), *HP1D3csd*^*f07323*^*/* + , (**j**), *nos-Gal4/UAS-HP1D3csd.HA*, (**k**), *nos-Gal4/UAS-HP1D3csd.HA, UAS-Phf7.FL*. (**l**), Quantitation of the fraction of ovarioles that contain no germline in different genotypes. Sample sizes and genotypes are indicated on the bottom of the bars. Dark and light pink portions of the bars denote the fraction of ovaries with and without germline. * indicates *P* < 0.05 with chi-square tests.

To test for possible interactions between *Phf7* and *HP1D3csd*, we asked if *HP1D3csd* could modify the loss of female germline caused by ectopic expression of *Phf7*. We first addressed what would happen with a lower dose of *HP1D3csd* by using two mutants of *HP1D3csd*, a transposon-insertion in the 3′ end of the coding sequence of *HP1D3csd* which is possibly a hypomorphic allele (*HP1D3csd*^*f07323*^), and a deficiency covering *HP1D3csd* (*Df(1)ED7441*)*.* When one copy of *HP1D3csd* was mutated (*HP1D3csd*^*f07323*^*/* + or *Df(1)ED7441/* +), the extent of female germline loss caused by *Phf7* was exacerbated compared to when *HP1D3csd* is intact (Fig. 5d–g,l). Ovaries heterozygous for *HP1D3csd*^*f07323*^ or *Df(1)ED7441* alone did not show any germline defects (Fig. 5h,i,l), indicating that the phenotype enhancement is due to a genetic interaction between *Phf7* and *HP1D3csd.*

The relationship between *Phf7* and *HP1D3csd* was further investigated by overexpressing *HP1D3csd* along with *Phf7* in female germ cells. We used an HA-tagged transgene driven by UAS (*UAS-HP1D3csd.HA*) from the FlyORF collection. Quite surprisingly, overexpressing the two genes together also causes more severe germline loss than when just *Phf7* is overexpressed (Fig. 5j–l). It should be noted that when *HP1D3csd* and *Phf7* are co-expressed using *nos-Gal4*, expression levels of each of the genes are expected to drop, which should alleviate the germline loss effect induced by *Phf7* overexpression. The fact that the opposite was observed indicates that overexpressing *HP1D3csd* clearly leads to a stronger germline loss phenotype. These results suggest that HP1D3csd is functionally associated with Phf7, but as both reduced and increased doses of HP1D3csd enhanced the female germline loss phenotype mediated by Phf7, the exact relationship between Phf7 and HP1D3csd is unclear.

To clarify the role of HP1D3csd in germline sexual development and how it interacts with Phf7, we carried out a second set of experiments to test for genetic interaction between these two factors: we investigated whether HP1D3csd can modify the ability of Phf7 to induce partial spermatogenesis in female germ cells that develop in a male somatic gonad. These experiments were carried out at 29 °C, the temperature at which we observed partial spermatogenesis to occur in the female germline overexpressing *Phf7* developing in a male soma. When HP1D3csd was overexpressed along with Phf7, we found that the frequencies of pseudotestes that exhibited partial spermatogenesis (“partial rescue” phenotype) was increased compared to samples that expressed an unrelated protein (LacZ) together with Phf7 (Fig. 6c). The extent of spermatogenesis that occurred in these samples is comparable to what is achieved with just Phf7 overexpression (Figs. 6a,b vs. 2g,i,k). The fraction of partial rescue type in samples that overexpress both Phf7 and LacZ is lower than that of pseudotestes that only overexpress Phf7 (Fig. 6f); this is most likely because expression of Phf7 is reduced in the former genotype with both Phf7 and LacZ being driven by a single *nos-Gal4* driver.

**Figure 6:**
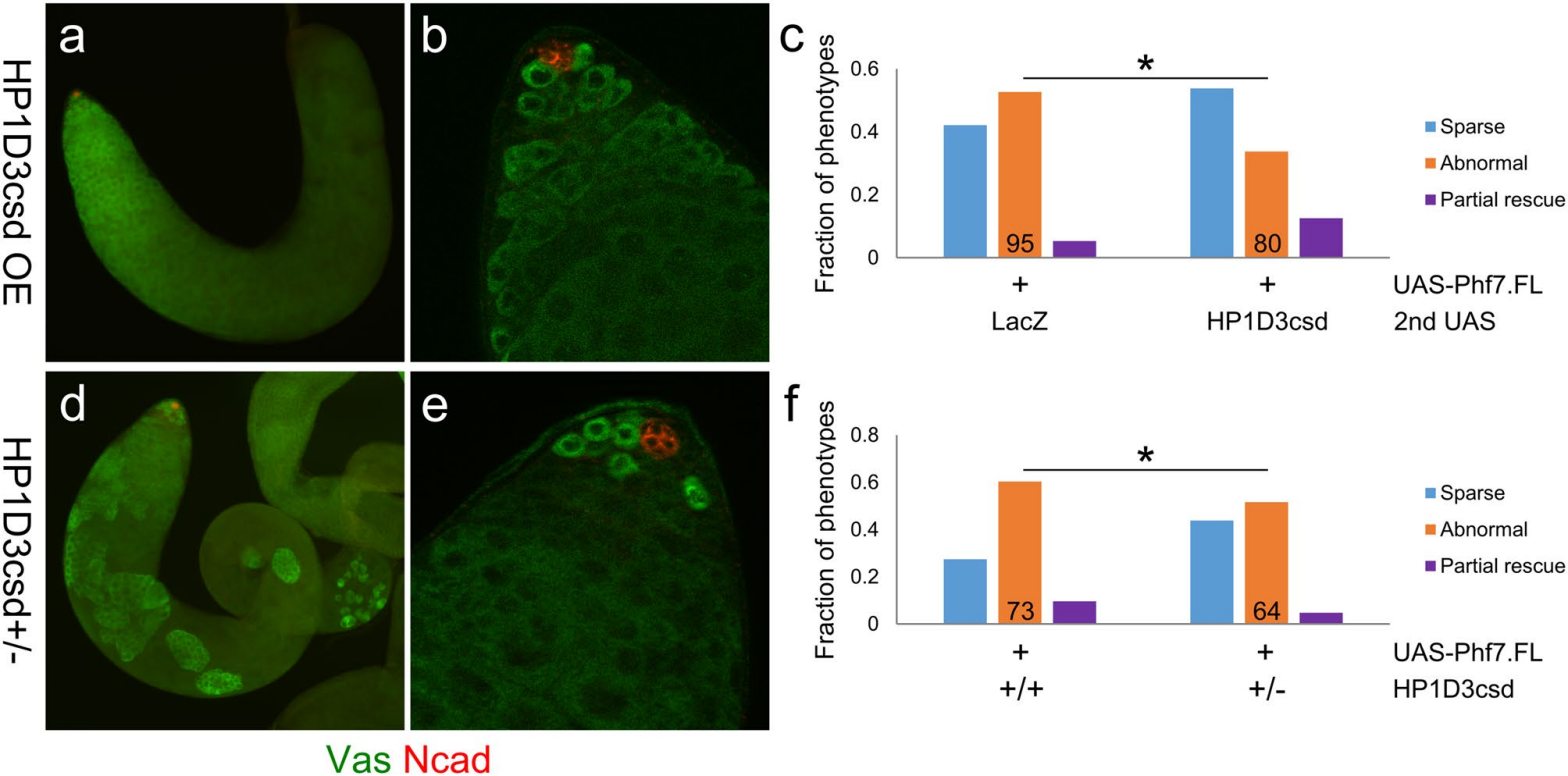
HP1D3csd affects the ability of Phf7 to induce germline masculinization in a dose-dependent manner. (**a**,**b**), Example of a pseudotestis with its XX germ cells overexpressing both *Phf7* and *HP1D3csd* (*UAS-Phf7.FL, UAS-HP1D3csd.HA,* Δ*tra/tra*^*1*^, *nos-Gal4*) that exhibited “partial rescue” of spermatogenesis. Vas is in green and N-cad is in red. (**a**), View of the entire pseudotestis. (**b**), View of the pseudotestis apical tip. (**c**), Quantitation of the different types of phenotypes observed for pseudotestes with XX germ cells overexpressing *Phf7* and either *HP1D3csd* or a control construct (*LacZ*). The numbers in the graph indicate sample sizes. * indicates *P* < 0.05 with chi-square tests. (**d,e**), A pseudotestis overexpressing *Phf7* but lacking a functional copy of *HP1D3csd* (*HP1D3csd*^*f07323*^*/* + *; UAS-Phf7.FL,* Δ*tra/tra*^*1*^, *nos-Gal4*) exhibiting “partial rescue” of spermatogenesis. Vas is in green and N-cad is in red. (**d**), Image of the entire pseudotestis. (**e**), Image of the pseudotestis apical tip. (**f**), Quantitation of the different types of phenotypes observed for pseudotestes with their XX germ cells overexpressing *Phf7* and either wildtype or harboring a mutant copy of *HP1D3csd*. The numbers in the graph indicate sample sizes. * indicates *P* < 0.05 with chi-square tests.

We also performed the reverse experiment by examining pseudotestes that overexpress *Phf7* and are heterozygous for the *f07323* allele of *HP1D3csd*. The rate of such pseudotestes that show partial spermatogenesis was lower than what we observed for samples that overexpressed *Phf7* but were wild-type for *HP1D3csd* (Fig. 6f). In addition, the extent of spermatogenesis rescue in most of the pseudotestes that have a mutant copy of *HP1D3csd* was more limited than most of those in the same phenotypic category for other genotypes (Figs. 6c,d vs. a,b, 2g,i). These results show that a single *HP1D3csd* mutant copy diminished the ability of Phf7 to trigger male germline development. Taken together, results of our experiments clearly demonstrate that *Phf7* and *HP1D3csd* interact genetically. Furthermore, they indicate that HP1D3csd acts downstream of Phf7 to facilitate germline masculinization.

## Discussion

In this study we investigated how Phf7 regulates sex determination in the embryonic germline, and one of our interesting finding is that the unusual C-terminus of Phf7 is necessary for its effects in germline masculinization. The N-terminus of Phf7 is a conserved module comprised of three zinc fingers, of which at least one is functionally essential^33^, and this part of the Phf7 protein evolved from G2E3 (G2/M E3 Ubiquitin Ligase), a protein also made up of three zinc fingers^10^. In contrast, the C-terminus of Phf7 is evolutionarily novel and is not similar to any known domains, suggesting that this domain is undergoing very rapid evolution, a feature not uncommon for factors involved in sex determination^34,35^.

We previously conducted a phylogenetic analysis of Phf7 proteins across the species tree, and surprisingly found that Phf7 in insects and amniotes do not share a common ancestor^10^. Those findings with our latest results indicate that Phf7 in these two animal branches are not orthologous to each other, and that the emergence of the novel C-terminus is likely a unique event that occurred in *Drosophila* to regulate sexual differentiation in the germline. Recently, mouse Phf7 was demonstrated to be expressed in spermatocytes and can ubiquitinate histones to facilitate histone to protamine exchange^8,36^. These show that the expression patterns and functions of *D. melanogaster* and mouse Phf7 are different, albeit both acting on the male germline. These observations further suggest that the C-terminus of *D. melanogaster* PHF7 evolved onto an existing module of three zinc fingers, thereby creating new ways to regulating germline sexual development. This is a very interesting example that adds to the collection of diverse mechanisms in sex determination.

What does this uncommon C-terminus of PHF7 do? The two most intuitive ideas are that it acts as a transactivation domain like those found in transcription factors, or that it can recruit other effector molecules through protein–protein interactions. The former idea did not hold up when tested in S2 cells. The possibility that the Phf7 C-terminus acts as a bridge between its histone-associating N-terminus and other transcription factors or chromatin factors to alter target gene expression is an appealing one but there is currently no direct data that support this idea.

We further looked for downstream effectors of Phf7 in the embryonic germline, and revealed that HP1D3csd is activated by Phf7 to regulate germline masculinization. We performed two different genetic tests, and while both indicated that Phf7 and HP1D3csd genetically interact, there were some differences in the results. In the *Phf7-*induced female germline loss assay, we found both reduction and gain of HP1D3csd expression exacerbated the Phf7-induced phenotype. In comparison, in the spermatogenesis rescue assay, loss of one *HP1D3csd* copy hampered rescue whereas *HP1D3csd* overexpression enhanced spermatogenesis in XX germ cells. The latter experiment is a more direct assay of germline masculinization whereas germline loss can potentially be caused by secondary effects unrelated to sexual development. Therefore, we think the results of the spermatogenesis rescue experiments more accurately reflect the relationship between Phf7 and HP1D3csd. In addition to our transcriptome results, HP1D3csd has been identified along with Phf7 to be a part of sex-biased mechanisms in other contexts not limited to the germline^37,38^. These also support the model that Phf7 and HP1D3csd function synergistically.

Phf7 regulates male germline development, and it can associate with the active histone mark methylated H3K4^7^, but it is unclear what Phf7 then does to regulate expression of target genetic loci. H3K9 methylation has also been reported to be important for maintaining sexual differentiation programs in the *Drosophila* germline^39^. The identification of HP1D3csd as an important downstream factor provides interesting new ideas regarding how the male germline program is initiated and regulated. CSDs have been shown to interact with various chromatin remodelers, thus one appealing model would be that Phf7 can activate or even recruit HP1D3csd to loci important for germline masculinization. This would in turn bring chromatin remodelers to such genes for expression activation and regulation and initiate male-development of the germline. Given our other finding in this study that the C-terminus of Phf7 is an essential part of this process, it would be very interesting to now study which of these factors interact and cooperate with one another.

## Supplementary Information

Supplementary Information

## Data Availability

The datasets generated during the current study are available at the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE167380.

How the deposited data were processed for this re-analysis (not part of the article)

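RNA of sorted gonads from stage 17 embryos aged 18 to 22 h was measured in 4 libraries, 2 from control embryos and 2 from Phf7ΔN18 mutant embryos, all carrying vas-GFP. The authors made 3′-end libraries, mapped the reads to dm6 with HISAT2, counted them with htseq-count and ran DESeq2. Versions of these programs are not given in the sources used here, nor is the strand setting of the counting, so the reads of any gene that overlaps another are uncertain, whether or not the text names the overlap. The deposited table holds 1 line per gene with the mean normalized count, a signal averaged over the 4 libraries, the log2 fold change of control over mutant with its standard error, the score of the authors' Wald test, the p-value and the adjusted p. The authors' log2 fold changes are shrunken towards 0. The score equals the fold change over its standard error. In the deposited table 17103 genes are listed, of which 5 have symbols that were turned into dates and were left out of the gene lists. 16983 genes were placed on Ensembl annotation release 115 (BDGP 6.54), among them 8536 with an adjusted p and all 102 changed genes. Gene positions outside 2L, 2R, 3L, 3R and X were left out of the chromosome tests.

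The reads per library were recovered from the printed mean counts. A mean count is the sum of 4 whole numbers of reads, each multiplied by 1 value per library, and genes with a single read give these values (0.254 and 0.304 for the control libraries, 0.221 and 0.223 for the mutant libraries). For each gene with a mean count up to 1000, all sets of 4 whole numbers were searched that give the printed mean within the rounding of its last digit. 11208 of 11208 genes had exactly 1 solution, and 10 of 1500 decoys (0.667%) had a solution. Libraries were assigned to genotypes by the direction of the authors' labelled fold change at the genes with a single read. In 8991 of 8991 genes whose group means differed by over 5%, the recovered reads had the direction of the deposited fold change. Recovered values are normalized by the size factors that follow from the value of 1 read. They cover 17.4% of the mean total, and counts of single genes carry counting error besides the spread between libraries. A fold against a group at 0 uses a floor of 3 reads over the group, which covers counting error only.

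These choices were made before the data were examined: the tests on changed genes, chromosome arms, X, direction and spacing, the gene lists, and the rule for the genes named. The rule takes Phf7, HP1D3csd, every gene the paper's text names, roX1, roX2 and the HP1 family, the 10 changed genes with the largest fold in each direction, the 5 with the smallest p in each direction, and from each list up to 4 members past the threshold or, where none passes, the 2 with the highest mean count. Fig. 4b of the paper, with names and fold changes of called genes, had been seen when the rule was written. The use of recovered reads, the tissue score and the comparison of libraries were chosen after the data were seen.

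Changed genes are those with an adjusted p under 0.05 in the deposited table. Their direction was compared with all genes with an adjusted p by an exact binomial test, their arms by a chi-square statistic with 100000 random draws, X against the other arms by Fisher's exact test, and their spacing on X by 10000 random draws. All are 2-sided unless said otherwise. The 22 gene lists are germ cell, early pole cell, germline differentiation, piRNA pathway, HP1 family, somatic gonad, JAK-STAT pathway, sex determination, dosage compensation, Y-linked, spermatocyte, cell division and heat shock genes, markers of muscle, neurons, fat body, hemocytes and midgut, cuticle genes, cytoplasmic and mitochondrial ribosomal proteins, and glutathione S-transferases. 20 lists with at least 3 members that have a p-value were tested with limma's cameraPR on the authors' score, with the correlation between genes preset at 0.01 and Benjamini-Hochberg adjustment over the lists. The recovered reads were tested with limma on log2(normalized value + 1) and with limma-voom, over the 7106 genes with an adjusted p and a mean count up to 1000, with 2 libraries per genotype. The lists were also tested on them with camera, with a preset and with an estimated correlation. The form with an estimated correlation rests on the few residual degrees of freedom of 2 libraries per genotype, so it has little power. A tissue score per library, the mean of 28 muscle, neuron and midgut markers, was used as a covariate in 1 further fit, which leaves 1 residual degree of freedom per gene.

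The tests were checked on simulated data. On random lists of 102 genes the X test passed in 4.00% of 200 runs, and on lists with more X genes in 100% of them. The set test called a shifted list in 20 of 20 runs and 0 of 380 other lists. limma with 2 libraries per genotype found 200 of 200 genes changed 4-fold at a dispersion of 0.05 and 49 of 200 at 0.2. In simulated libraries that also differ by the tissue score it found 0 of 200 without the score, and 199 of 200 with 19 false calls when the score was a covariate. Alternatives for the background, the FDR cutoff, low mean counts, a minimum fold, the neighbours of Phf7 and the set tests were computed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. The adult samples, the cell culture and the genetic interaction experiments of the paper have no file among the data and were left out.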

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

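The choice of genes with reads in 1 genotype only and the tests on it were made after the data had been seen.

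CR45822, a non-coding RNA gene on 3L, had 0 reads in both control libraries and 175 and 223 reads in mutant a and b, a mean of 177 normalized reads. CG11893, an uncharacterized protein-coding gene on 3R, had 0 reads in both control libraries and 113 and 73 reads in mutant a and b, a mean of 82.6 normalized reads. Against a floor of 3 reads over the control group, CR45822 was at least 106-fold higher and CG11893 at least 49.8-fold higher in mutants. Both stand out because the paper's text does not discuss them and their reads appear in mutants above the level in the controls. CG12164, another changed gene, went the other way, with 68 and 77 reads in the controls and 0 in both mutant libraries, at least 60.2-fold lower in mutants by the same floor.

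In all, 11 genes had at least 20 reads in both libraries of 1 genotype and at most 1 read in each library of the other, 8 of them with reads in mutants and 3 with reads in controls. Reads shared with a neighbouring or overlapping gene could give such a pattern. A changed neighbour within 20 kb in the same direction was found for 2 of the 11 genes, which leaves that explanation open for those genes, as too few genes decide it. CR45822 lies within CTCF on the opposite strand, and CTCF had 285 and 235 reads in the controls and 347 and 320 in the mutants. Differences between the stocks at these genes and an effect of Phf7 on them also stay open, as the design confounds both with the genotype.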

How the results depend on the processing

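The fits on recovered reads, with their tissue score, pseudocount and left-out libraries, the comparison of libraries and the camera tests were chosen after the data were seen, and the other alternatives before.

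Over the 6 alternatives set beforehand the number of changed genes ranged from 69 to 153, all from the authors' p-values, and the share lower in mutants from 65.4% to 72.9% (p from 3.33e-06 to 6.36e-04). The fold of X over its share ranged from 2.10 to 2.58 over 11 alternatives (p from 3.21e-09 to 2.00e-04). The chi-square over arms was 49.3 and 58.8 under 2 other backgrounds. The odds ratio of direction on X stayed between 1.35 and 2.14 (Fisher's exact test, p from 0.151 to 0.517), and the spacing on X without 1 Mb around Phf7 was 506 kb (p = 0.145).

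From the recovered reads of 7106 genes, limma called 0 changed genes (423 at an unadjusted p under 0.05), limma-voom called 0 (354), and limma with a pseudocount of 5 called 1 (426). In the leave-one-out fits limma called 0 to 1, the 1 call without mutant a, with the lone library assumed to vary like the other group. In libraries simulated at a dispersion of 0.05 that also differ by the tissue score of the real ones, limma without the score found 0 of 200 genes changed 4-fold, so differences of that kind between libraries can leave limma without calls. With the score it found 199, with 19 false calls, which the simulation makes likely by construction. The smaller number of genes and the model, which differs from that of the authors, were not tested as causes. With the tissue score as a covariate limma called 658 (397 lower and 261 higher in mutants), all 81 of the authors' calls with reads among them. That fit leaves 1 residual degree of freedom. Among those 658 genes the fold of X was 1.56 (p = 8.89e-11), the share lower 60.3% (p = 1.29e-09), the chi-square 84.5 and the odds ratio of direction on X 0.97 (p = 0.928).

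Of the gene lists 4 passed at first. With a correlation of 0.05 1 passed, with genes of a mean count of at least 10 2 passed, and with random lists 3 passed. The rank-based test called 3 lists, the mitochondrial and the cytoplasmic ribosomal proteins and the neuron markers (adjusted p = 0.0170 for the last 2), and not the cuticle (0.114), JAK-STAT (0.109) and somatic gonad genes (0.0644). Without Cpr, which is no cuticle protein, on the cuticle list 4 passed, a check chosen after the data were seen. From the recovered reads camera called 2 with the preset correlation and 0 with an estimated correlation. The mitochondrial ribosomal proteins passed in all of these except that with the estimated correlation. The correlation helps to set how wide the null of a list is, and camera estimated it at 0.22 for the cuticle and 0.42 for the mitochondrial list. It is not the only difference between the 2 forms of camera. For the JAK-STAT genes the estimate was -0.03, yet the unadjusted p was 0.0365 with the preset and 0.165 with the estimated correlation. For the sex determination genes, with an estimate of -0.09, it was 0.128 and 0.253. The form with an estimated correlation also rests on few residual degrees of freedom. Otherwise the cause was not tested.

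Of the named genes, all 65 with an adjusted p kept their side of the threshold in 188 comparisons set beforehand. These only adjust the authors' p-values over other sets of genes, so they do not test the direction or the fold. In the fits on recovered reads 54 comparisons kept their side of the threshold. The 22 named genes with reads that the authors' table calls all failed in limma without the score, which called 0 genes. nos passed with the tissue score (adjusted p = 0.0155). Act57B also passed there, but it is 1 of the 28 markers in the score, so its call is partly fixed by the fit. The ratio of nos over the higher of pgc and bam ranged from 17.0 to 28.6 when each library was left out. nos had the lowest mean count of nos, vas and piwi, and vas and piwi have no recovered reads.

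No paired analysis was possible by replicate number, because the deposited table and the recovered libraries carry no replicate numbers. Fits of the recovered reads under each way of pairing control with mutant libraries were not run. The tissue score was -1.53 in control a, 0.94 in control b, 1.63 in mutant a and -1.03 in mutant b. A fit with this score is thus close to one that pairs control a with mutant b and control b with mutant a. The planned count model (DESeq2 against edgeR), the filterByExpr filter, leaving out replicates in a count model and the replicate block were meant for a table with counts per sample. They were not run on the recovered reads, which lack the most abundant genes. limma, limma-voom and leave-one-out fits in limma were run on those reads instead. Genes with a mean count over 1000 are beyond the recovered reads, and genes under a mean count of 15.9 have no adjusted p.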

Differences from the paper's values

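The paper's correlation between the control replicates is 0.91547, and the value from the recovered reads was 0.908 (Pearson's r of log2(normalized value + 1) across 11208 genes). The paper's correlation between the mutant replicates is 0.94868, and the value from the recovered reads was 0.918. The paper's text does not name the scale, the genes or the coefficient behind its values, and genes with a mean count over 1000 are missing here. None of the alternatives set before the data were examined applies to these values. Of the settings chosen after seeing the values, the linear scale gave 0.896 for the controls and 0.881 for the mutants, Spearman's rho gave 0.923 and 0.930, and the genes with an adjusted p alone gave 0.825 and 0.846, so that Spearman's rho lay above the paper's value for the controls and all other values lay below the paper's.

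The paper gives 97 changed genes at an FDR of 0.05, and the deposited table holds 102 at an adjusted p under 0.05, or 99 with Benjamini-Hochberg adjustment over all genes with a p-value, an alternative set before the data were examined.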

Other observations

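The tests on explanations for the X chromosome and for the tissue markers, the close pairs and the comparison of libraries were chosen after the results were seen, and the gene lists were set earlier.

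Genes of the mitochondrial ribosome, the JAK-STAT pathway and the cuticle passed the set test, and none of these 3 lists did so with an estimated correlation between genes. That form used 49, 6 and 17 of their genes and the few residual degrees of freedom of 2 libraries per genotype, so it does not decide these calls. With the preset correlation camera on the same reads gave adjusted p = 0.00268, 0.178 and 0.0492. Of 72 mitochondrial ribosomal proteins 63 had a log2 fold change below 0 in the authors' deposited table, with a median of -0.17 (cameraPR adjusted p = 4.74e-06), and none passed 0.05 alone, mRpL12 included. Their list medians were 0.01 and -0.22 in control a and b and 0.02 and 0.23 in mutant a and b, so the a libraries hardly differed. The 91 cytoplasmic ribosomal proteins had a median of -0.08 in the authors' deposited table (adjusted p = 0.0918). In the JAK-STAT pathway 7 of 10 genes had a log2 fold change above 0 in the authors' deposited table (median 0.10). The adjusted p was 0.0445 from cameraPR, and 0.101 to 0.279 under the 4 alternatives set beforehand. hop was the 1 gene that passed alone, and upd1 is also on the somatic gonad list. Over 6 of these genes with recovered reads, control a and b had medians of 0.76 and 0.19. Mutant a and b had -0.83 and 0.11, so the b libraries hardly differed. Among 66 cuticle genes 39 were above 0 in the authors' deposited table (median 0.07, adjusted p = 0.0445), with Cpr67Fb past the threshold over all genes and 3 genes adjusted over the list alone. The cuticle list, set by gene symbol, also took in Cpr, which encodes cytochrome P450 reductase, and without it the adjusted p was 0.0445 over 65 genes, a check chosen after the data were seen. The cuticle median was -0.41 in control a, below the -0.04 of mutant a. On the recovered reads all of these had an adjusted p of 0.884 with an estimated correlation, apart from the cytoplasmic ribosomal proteins, whose reads are mostly beyond recovery.

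Hsp70Bc, a heat shock gene with near-identical copies that share its reads, was higher in mutants, with a log2 fold change of -1.23 (standard error 0.22, adjusted p = 8.94e-06) in the authors' deposited table. The other 10 detected heat shock genes did not pass, and the set had an adjusted p of 0.0930 with a median of 0.01, on the other side of 0 from the test. Among 34 glutathione S-transferases GstT4 was lower and GstT3 higher in mutants, and 2 were lower and 2 higher adjusted over the list alone (adjusted p = 0.701 for the set). None of 22 cell division genes, stg and PCNA included, changed (adjusted p = 0.246 for the set).

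Changed genes were 2.25-fold over-represented on X. Without the genes within 2 Mb of Phf7 the fold was 2.21 (Fisher's exact test, p = 7.94e-06). This argues against a differing stretch within that window as the whole cause, while a longer linked stretch was not tested. Against a background matched on mean count the fold was 2.24, which argues against depth. A lower share of males in the mutant samples would lower roX1 and roX2 at least as much as the X genes. The upper bound (log2 fold change plus 2 standard errors) was 0.316 for roX1 and 1.10 for roX2 in the authors' deposited table. The 29 changed X genes lower in mutants had a lowest log2 fold change of 0.96 and a median of 1.36. roX1 lay below that lowest value and roX2 did not, so the 2 RNAs do not decide the question. The 29 genes were also picked by their change in the same data, and roX1 has no recovered reads per library. X chromosomes of different origin in the stocks remain a possible explanation that cannot be told apart, since 4 of 11 genes with reads in 1 genotype only lie on X (odds ratio 2.71, Fisher's exact test, p = 0.109) and so few genes do not decide it. An effect of Phf7 on X genes stays open as well.

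Markers of muscle, neurons and midgut differed between libraries of 1 genotype by more than germ cell genes did. Of 6 lists of other tissues, written before the data were examined and sharing no gene with the germ cell and somatic gonad lists, 5 had a higher median in control b than in control a and in mutant a than in mutant b, which is consistent with a varying amount of other embryonic tissue in the sorted samples, although the sort for GFP would remove such tissue and some of these genes may be expressed in gonads. Every muscle, neuron and midgut marker with reads was higher in control b than in control a and in mutant a than in mutant b. In the same comparisons 3 and 5 of 6 hemocyte markers were higher, and 38 and 34 of 56 cuticle genes. The most abundant markers were Col4a1, Syx1A and Jon99Cii, with mean counts of 4423, 3352 and 2597 in the authors' deposited table. The size factors of the mutant libraries differed by 1.01-fold, which argues against depth for that pair. In the controls, b with the higher markers was the shallower library (size factors 0.984 for a and 0.823 for b). Control a and b had list medians of -0.99 and 0.70 for muscle, -1.91 and 0.78 for neurons and -2.33 and 1.49 for midgut. The germ cell genes had -0.02 and -0.11. Fewer reads in all would not raise such markers alone, so these values argue against depth for muscle, neuron and midgut markers in the controls. The age of the embryos within 18 to 22 h was not tested and stays open. Of the 3 splits of the libraries, too few for a share under 0.05, control against mutant gave 0 calls both in limma and in limma-voom (423 and 354 genes at an unadjusted p under 0.05), and control a with mutant b against control b with mutant a gave 74 in limma and 1 in limma-voom (1405 and 1269 genes), which points to a structure of the samples.

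Pairs of changed genes whose nearest ends lay within 20 kb numbered 10 on all arms against a mean of 5.66 in 10000 random draws (one-sided permutation p = 0.0661), 5 on X against 3.39 (p = 0.246) and 5 on the autosomes against 2.26 (p = 0.0790). Both genes changed in the same direction in 8 of the 10 pairs. Measured between the midpoints of genes next to each other, the pairs numbered 5 on the autosomes against 1.76 (one-sided permutation p = 0.0304), 1 on X against 2.47 (p = 0.927) and 6 on all arms against 4.21 (p = 0.241), so the result on the autosomes passes 0.05 by that distance alone.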
